# Fecal microbiome transplantation and tributyrin improves early cardiac dysfunction and modifies the BCAA metabolic pathway in a diet induced pre-HFpEF mouse model

**DOI:** 10.3389/fcvm.2023.1105581

**Published:** 2023-02-08

**Authors:** Jomana Hatahet, Tyler M. Cook, Raiza R. Bonomo, Nadia Elshareif, Chaitanya K. Gavini, Chelsea R. White, Jason Jesse, Virginie Mansuy-Aubert, Gregory Aubert

**Keywords:** heart failure with preserved ejection fraction, gut microbiome, short chain fatty acids, branched chain amino acids (BCAAs), obesity

## Abstract

More than 50% of patients with heart failure present with heart failure with preserved ejection fraction (HFpEF), and 80% of them are overweight or obese. In this study we developed an obesity associated pre-HFpEF mouse model and showed an improvement in both systolic and diastolic early dysfunction following fecal microbiome transplant (FMT). Our study suggests that the gut microbiome-derived short-chain fatty acid butyrate plays a significant role in this improvement. Cardiac RNAseq analysis showed butyrate to significantly upregulate *ppm1k* gene that encodes protein phosphatase 2Cm (PP2Cm) which dephosphorylates and activates branched-chain α-keto acid dehydrogenase (BCKDH) enzyme, and in turn increases the catabolism of branched chain amino acids (BCAAs). Following both FMT and butyrate treatment, the level of inactive p-BCKDH in the heart was reduced. These findings show that gut microbiome modulation can alleviate early cardiac mechanics dysfunction seen in the development of obesity associated HFpEF.

## Introduction

Heart failure with preserved ejection fraction (HFpEF) continues to be one of the most hypercritical cardiovascular diseases in the United States that requires immediate intervention (1, 2). It accounts for more than half of heart failure patients but has only one guideline-directed treatment, the sodium-glucose cotransporter 2 (SGLT2) inhibitors (3). The pathophysiology of HFpEF is complex, and this syndrome has been increasingly characterized as heterogeneous. Better phenotyping of patients into common pathophysiological groups has been proposed as a tool to treat HFpEF better (4). Obesity is the main driver for the pathogenesis of HFpEF with more than 80% of HFpEF patients being overweight or obese, making obesity associated HFpEF a specific pathological entity (4, 5). To date, obesity associated HFpEF studies involve the induction of systemic inflammation which increases reactive oxygen species (ROS) and oxidative stress, increases collagen deposition, limits nitric oxide (NO) bioavailability, and decreases protein kinase G (PKG) activity. This ultimately leads to cardiomyocyte hypertrophy, left ventricular (LV) stiffness, fibrosis, and the development of diastolic dysfunction and exercise intolerance (5–10). The presence of a new pathological identity termed “pre-HFpEF” has been recently identified where patients have no signs and symptoms of heart failure, they have normal ejection fraction of >50%, however, they show structural abnormalities to their hearts that resemble those found in clinical HFpEF, such as LV hypertrophy (11). It is important to understand and act on early cardiac changes observed in pre-HFpEF prior to transition to clinical HFpEF therefore our study focuses on the pre-HFpEF stage.

Among the shared risk factors between cardiovascular diseases and obesity is the accumulation of circulating branch chain amino acid (BCAA) and its decreased metabolism (12, 13). Impaired cardiac BCAA metabolism is associated with cardiac insulin resistance and the development of cardiovascular diseases (13–16). This occurs due to a decrease in the levels and activity of branched-chain alpha-keto acid dehydrogenase (BCKDH) complex that catalyzes the first irreversible step in the catabolism of branched chain amino acids (BCAAs). The increase in the levels of inactive p-BCKDH has been attributed to the downregulation of *ppm1k* gene encoding protein phosphatase 2C (PP2Cm) (17, 18). The aforementioned changes were observed once the HFpEF pathophysiology is installed, and more studies are necessary to discover the early mechanism underlying these changes.

It is well established that diet-induced obesity (DIO) mouse models are coupled with gut microbiome imbalance. Western diet (WD)-fed mice (high fat, high carbohydrate, low fiber) have significant reduction in their microbiome diversity and composition compared to control mice (19, 20), as well as a significant decrease in the short chain fatty acid (SCFA) butyrate producing bacteria *Lactobacillus* and *Lachnospiraceae* (19, 20). Interestingly, microbial metagenome and metabolomic analysis found significant reduction in butyrate producing bacteria in patients with chronic heart failure with reduced ejection fraction (HFrEF) (21). More recently, microbiome DNA sequencing analysis in HFpEF patients showed significant alterations in gut microbiome composition as well as a reduction in SCFA producing bacteria compared to control groups (22, 23). Butyrate, a microbiome-secreted SCFA, was shown to prevent cardiac hypertrophy progression in a pressure overload model of cardiac hypertrophy (24), and was found to improve cardiac function and ventricular arrhythmia in rats after myocardial injury (25).

The molecular mechanisms linking the gut microbiome imbalance, the circulating SCFAs, particularly butyrate, and the development of HFpEF are still unknown. Studies to date have not deciphered whether the microbiome imbalance observed in HFrEF and HFpEF patients is a secondary finding related to poor gut hemodynamic or the primary driver of the cardiac physiopathology. We investigated the effect of gut microbiome modulation using fecal microbiome transplantation (FMT) in the early stages of obesity associated HFpEF. We developed an obesity associated model of early cardiac dysfunction (pre-HFpEF) and focused on the early asymptomatic changes in cardiac mechanics that occur in the absence of increased intracardiac pressure.

Our study provides an insight on the potential role of gut microbiome and its metabolite butyrate in the early stage of obesity associated HFpEF and identifies the branched chain amino acids (BCAAs) metabolic pathway as a possible link between microbiome imbalance, obesity, and heart failure. These results open a new avenue not only for therapy but also for the prevention of HFpEF development and progression.

## Results

### Mice fed western diet (WD) developed early systolic and diastolic dysfunction consistent with pre-HFpEF

To study obesity associated pre-HFpEF, we developed a model of diet-induced obesity and assessed cardiac function. C57BL/6J mice were placed on WD for 14 weeks (Figure 1A) and compared to their littermates on normal chow (NC). We performed echocardiography measurements to investigate changes in cardiac function. As expected in a pre-HFpEF model, mice on WD had no change in their left ventricular ejection fraction (LVEF) (Figure 1B), and the ratio between peak velocity blood flow from left ventricular relaxation in early diastole (the E wave) to peak velocity flow in late diastole caused by atrial contraction (the A wave) (E/A ratio measurement) (Figure 1C) compared to NC mice. Mice fed a WD had significant decrease in global longitudinal strain (%GLS) (3.190% ± 0.9887) and longitudinal strain rate reverse peak (LSRr) (−2.363 s^–1^ ± 0.6213) indicating, respectively early signs of systolic and diastolic dysfunction (unpaired *t*-test, *P* = 0.0025, *P* = 0.0005, respectively) (Figures 1D, E). WD mice showed significant increase in their left ventricle posterior wall thickness during diastole (0.1368 mm ± 0.02956) (unpaired *t*-test, *P* = 0.0004) (Figure 1F) indicating the development of LV hypertrophy. As an early model to assess obesity associated HFpEF development, mice on WD had no significant increase in nitrosative stress or cardiac fibrosis, two players in the pathogenesis of HFpEF, indicated by no changes in *nos2* and *col1a2* (Figures 1G, H) expression levels. Taken together, our data show obese mice to have normal ejection fraction, early diastolic and systolic dysfunction, LV hypertrophy, with an absence of nitrosative stress and fibrosis. All of which are consistent with a diet-induced obesity pre-HFpEF phenotype.

**FIGURE 1:**
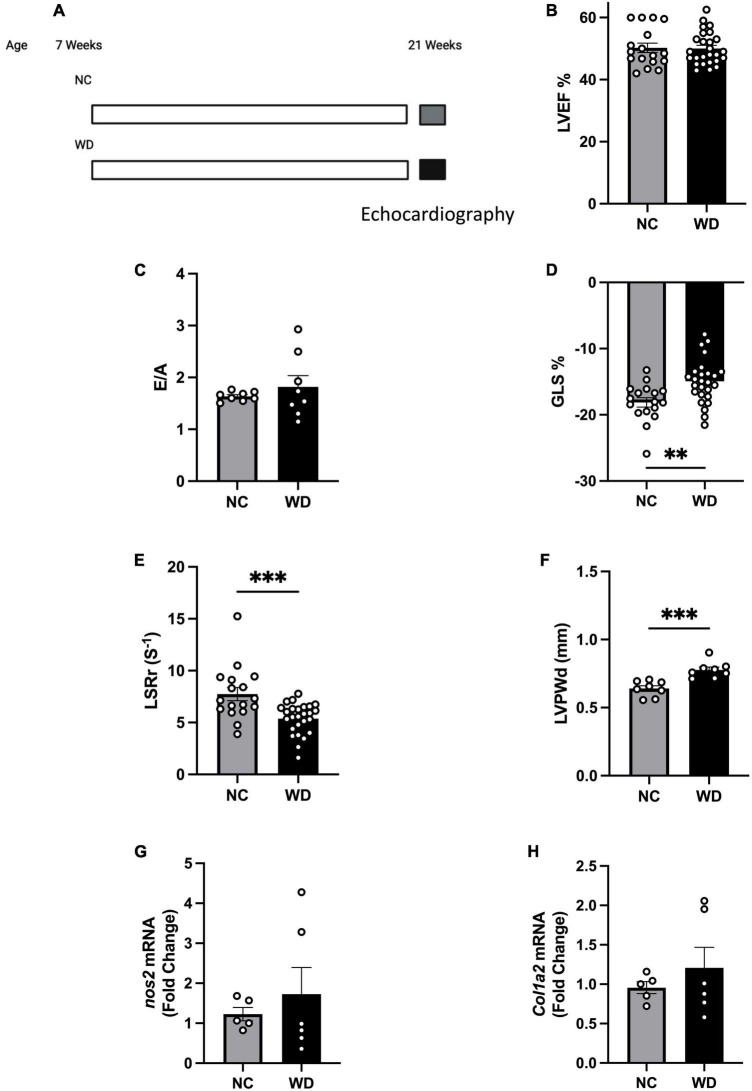
Mice fed western diet (WD) developed early systolic and diastolic dysfunction and cardiac hypertrophy. **(A)** Experimental paradigm. Normal chow group was fed NC (Teklad LM-485), while the western diet group was fed WD (TD88137, Teklad Diets; 42% kcal from fat, 34% sucrose by weight, and 0.2% cholesterol total; Envigo) for 14 weeks, starting at 7 weeks of age. Echocardiography measurements were performed at 21 weeks of age, **(B)** echocardiography measurement of left ventricle ejection fraction (LVEF), **(C)** ratio between early to atrial diastolic trans mitral flow velocity (E/A), **(D)** global longitudinal strain (%GLS), **(E)** longitudinal strain rate reverse (LSRr) (s^– 1^), **(F)** left ventricle posterior wall diameter during diastole (mm), **(G,H)** mRNA levels of *nos2* and *col1a2* in hearts of mice from different experimental groups, respectively. Statistical analysis was done using unpaired student’s *t*-test. Data are mean ± S.E.M. (*p < 0.05, ^**^p < 0.005, and ^***^p < 0.0005).

### Fecal matter transplantation (FMT) improved early systolic and diastolic dysfunction and cardiac hypertrophy in obese pre-HFpEF mice

To test whether gut microbiome alteration can reverse or delay pre-HFpEF progression, we treated obese pre-HFpEF mice with an established protocol (19) that includes an antibiotics treatment for 3 days, to deplete the gut microbiome followed by 5 days of diet switch to colonize the gut with bacteria that grows in NC conditions. Then fecal matter transplantations (FMT) were performed from either obese mice (Sham FMT) or lean mice (FMT) for 2 weeks (Figure 2A). 16S rRNA sequencing of fecal content showed FMT treated mice to have increased microbiome diversity compared to mice treated with sham FMT, indicated by higher α-diversity index (39.76 ± 12.48) (unpaired *t*-test, *P* = 0.0129) (Figure 2B). We had previously found that WD depletes *Lactobacillus* in both fecal pellets and cecal contents (19). Strikingly, FMT was able to increase butyrate-producing bacteria *Lactobacillus* abundance (0.7753% ± 0.2836) [Figure 2C (relative abundance), Supplementary Figure 1A (absolute abundance), Supplementary Datasheet 1]. Sparse Correlations for Compositional data (SparCC) network analysis identified *Lactobacillus* as a key marker of the FMT microbiome landscape as its presence was correlated with other genera (Supplementary Figure 1B) that were significantly altered between sham FMT and FMT groups (Supplementary Table 1). We measured cardiac function with echocardiography. LVEF (Figure 2D) and E/A (Figure 2E) did not change after WD nor FMT. We found that mice receiving FMT from lean mice had significant improvement in their global longitudinal strain (−2.105% ± 0.9206) (unpaired *t*-test, *P* = 0.0318) (Figure 2F). The trend in longitudinal strain rate reverse peak (LSRr) improvement did not reach statistical significance (unpaired *t*-test, *P* = 0.1075) (Figure 2G). The left ventricle posterior wall thickness (LVPWd) was significantly decreased by FMT treatment (−0.1151mm ± 0.04217) (unpaired *t*-test, *P* = 0.0182) (Figure 2H). In addition, we found no changes in *nos2* and *col1a2* (Figures 2I, J) expression levels between sham FMT and FMT groups. These data indicate that modulation of gut microbiota induced by FMT from lean mice to obese mice improves early systolic and diastolic dysfunction, as well as LV hypertrophy in obese pre-HFpEF mice. Overall, these findings suggest a key role for SCFA producers *Lactobacillus* in the reversal of diet-induced obesity pre-HFpEF.

**FIGURE 2:**
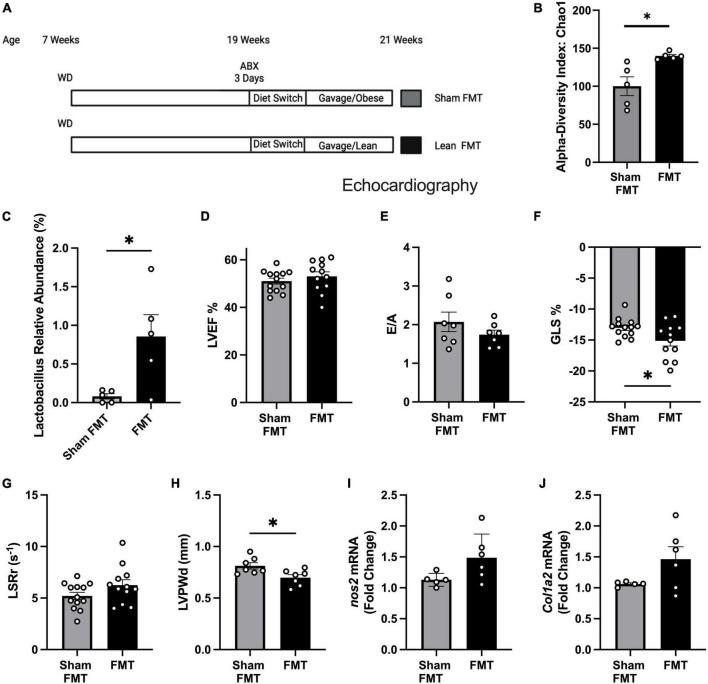
Fecal microbiome transplant (FMT) treatment improved diastolic dysfunction and cardiac hypertrophy in obese pre-HFpEF mice. **(A)** Experimental paradigm, C57BL/6J mice fed WD for 12 weeks, followed by broad-spectrum antibiotic treatment for 3 days mice were gavaged daily for 2 weeks with feces either from obese mice (sham FMT group) or from lean mice (FMT group), **(B)** alpha diversity index (Chao1), **(C)** *Lactobacillus* relative abundance (%), **(D)** representative echocardiography measurement of left ventricle ejection fraction (LVEF), **(E)** ratio between mitral E wave to A wave (E/A), **(F)** global longitudinal strain (%GLS), **(G)** longitudinal strain rate reverse (LSRr) (s^– 1^), **(H)** left ventricle posterior wall diameter during diastole (mm). **(I,J)** mRNA levels of *nos2* and *col1a2* in hearts of mice from different experimental groups. Statistical analysis was done using unpaired student’s *t*-test. Data are mean ± S.E.M. (*p < 0.05, ^**^p < 0.005).

### Tributyrin treatment improved early cardiac dysfunction and cardiac hypertrophy in obese pre-HFpEF mice

We identified *Lactobacillus*, a SCFA-producer, as a key marker of the FMT microbiome landscape. We also recently showed that circulating serum levels of the SCFA butyrate were significantly increased in obese mice after FMT (19). We wanted then to investigate whether cardiac function improvements in obese pre-HFpEF mice after FMT treatment can be recapitulated by the SCFA butyrate. We previously tested various routes of butyrate treatment, doses, and drug compounds and observed an increase in circulating butyrate in blood of tributyrin (three butyrate molecules with a glycerol backbone) -treated mice (19). We then treated WD-fed mice with tributyrin (5 g/kg body weight) or vehicle for 3 weeks (Figure 3A). We measured the circulating levels of butyrate in Tributyrin treated mice using mass spectrometry and we found it to be significantly increased compared to vehicle treated mice (228.5 μM ± 55.08) (one-way ANOVA with repeated measures followed by Tukey’s multiple comparison test, *P* < 0.005) (Figure 3B). Next, we measured changes in cardiac function with echocardiography and similar to our findings after FMT treatment, LVEF and E/A did not change between NC, WD and WD + Tributyrin treated mice (Figures 3C, D). As seen in Figure 1, mice on WD had significant decrease in their%GLS compared to NC mice (8% ± 2.108), and this change was significantly improved with tributyrin treatment (−10.43% ± 1.928) (one-way ANOVA with repeated measures followed by Tukey’s multiple comparison test, *P* < 0.0001) (Figure 3E). We also found Tributyrin treatment to significantly improve LSRr in WD fed mice compared to vehicle treatment (4.002 s^–1^ ± 1.574) (one-way ANOVA with repeated measures followed by Tukey’s multiple comparison test, *P* < 0.05) (Figure 3F) indicating effectiveness of tributyrin treatment in eliminating early signs of systolic and diastolic dysfunction. Additionally, changes in LVPWd observed in WD fed mice compared to NC were eliminated after tributyrin treatment (one-way ANOVA with repeated measures followed by Tukey’s multiple comparison test, *P* < 0.05) (Figure 3G). Severe exercise intolerance is very common in obese and HFpEF patients (9, 10); therefore, we performed an exercise exhaustion test. Mice fed WD had significantly decreased running distance compared to NC (−87.50 m ± 31.61), and this difference was eliminated by tributyrin treatment (37.73 m ± 28.91) (one-way ANOVA with repeated measures followed by Tukey’s multiple comparison test, *P* < 0.05) (Figure 3H). These results suggest that FMT and butyrate share common mechanisms in improving early cardiac function and LV hypertrophy in obese pre-HFpEF mice.

**FIGURE 3:**
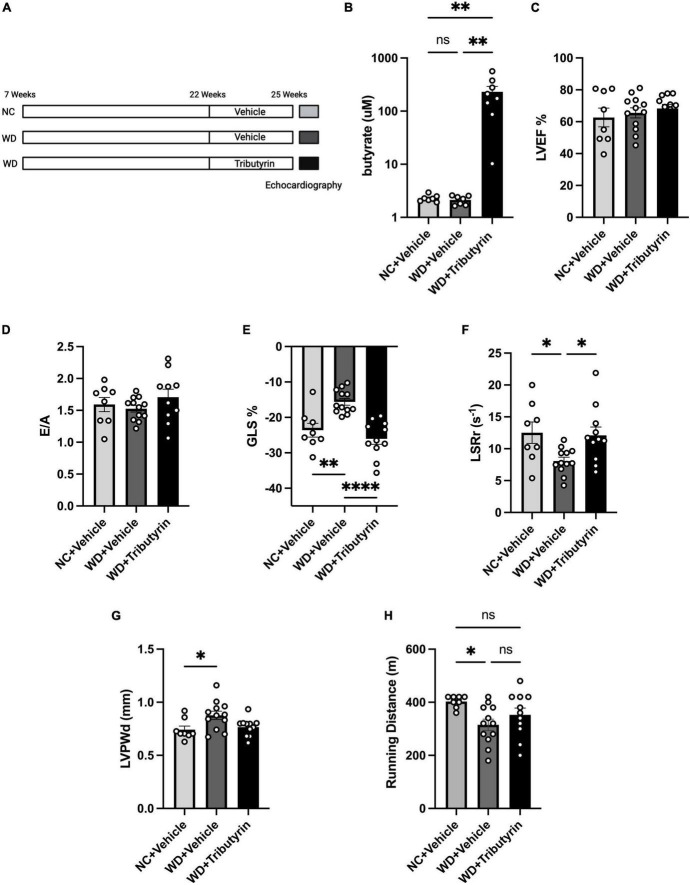
Tributyrin treatment improved early cardiac dysfunction and cardiac hypertrophy in obese pre-HFpEF mice. **(A)** Experimental paradigm, C57BL/6J fed WD or NC for 15 weeks were treated with Tributyrin using needle feeding for 3 weeks, followed by echocardiography and exercise exhaustion test. **(B)** Circulating levels of butyrate in serum (μM), **(C)** echocardiography measurements of LVEF (%), **(D)** ratio between mitral E wave to A wave (E/A), **(E)** global longitudinal strain (GLS) (%), **(F)** longitudinal strain rate reverse (LSRr) (S^– 1^), **(G)** left ventricle posterior wall diameter (mm). **(H)** Running distance during exercise exhaustion test (m). Statistical analysis was done using one-way ANOVA followed by Tukey’s multiple comparison test. Data are mean ± S.E.M. (*p < 0.05, ^**^p < 0.005, and ^****^p < 0.00005), (*n* = 8–12 per group).

### Tributyrin treatment increased *ppm1k* transcript in the heart

To better understand the molecular mechanisms leading to improvements in early cardiac function in obese pre-HFpEF mice following Tributyrin treatment, we performed cardiac RNA sequencing analysis of WD and WD + Tributyrin treated mice. 

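Heart ventricle RNA was sequenced from 3 WD-fed mice treated with Tributyrin and 3 WD-fed mice treated with vehicle. Tributyrin is a triglyceride of butyrate. The mice had been fed WD for 15 weeks before treatment, and treatment lasted 3 weeks with Tributyrin at 5 g/kg body weight or vehicle. The sample labels call the control treatment PBS. The authors trimmed adapters, removed poor reads and reads aligning to rRNA, aligned the rest with STAR and counted the reads on each gene with htseq-count. They deposited these counts per Ensembl gene without normalization. The genome build, the annotation release and the strand setting of the counting are not given in the sources used here. The vehicle libraries held 25302756, 32734485 and 20369746 counts on genes (median 25302756). The Tributyrin libraries held 28650440, 28709628 and 24333168 counts (median 28650440). The paper states a depth of 20 to 25 M reads per sample, and the values here use the deposited counts. Mitochondrial transcripts took 24.7% ± 1.6 (SD, n = 3) of the counts with vehicle and 27.5% ± 1.5 (SD, n = 3) with Tributyrin, and the ranges of the groups overlapped. From the counts, library sizes were scaled by the TMM method and genes with few counts were removed with the default filter of edgeR, built on a minimum count of 10 and a minimum total of 15. The groups were then compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 14133 genes left. The choice of filter and of the model for the spread between mice could change which genes pass a threshold.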

Out of 23,564 transcripts identified, using an FDR (false discovery rate) of 10%, we found 34 transcripts to be altered with tributyrin treatment (Figure 4A and Supplementary Datasheet 2). 

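At least 1 count over the 6 libraries was found for 25581 genes, and 16409 genes had a count in every library. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 genes passed an FDR of 10% and 0 passed 5%, and the smallest adjusted p was 0.999. At an unadjusted p under 0.05 there were 600 genes, or 4.25% of those tested, where 707 would be found by chance. This number ran, with each mouse left out in turn, from 389 without vehicle replicate 3 to 1360 without tributyrin replicate 2. With limma-voom, 0 genes passed 10% and 605 had an unadjusted p under 0.05. DESeq2 with its default dispersion trend and no prior on the fold changes called 11 genes at 10%, of which 6 rose and 5 fell. The alternative that moved the count most was edgeR with no filter on low counts, which called 167 genes, 64 higher and 103 lower with Tributyrin. That fit had infinite prior degrees of freedom, so it took the spread from all genes and not from each gene. In simulated data 26.8% of its calls were false, so the 167 are uncertain. The supplementary table of the paper, of which the first 1830 of 23564 rows were used here, lists 34 transcripts under 10%. These 34 genes were chosen on the same mice, so their values here are not independent evidence. Their direction in the edgeR fit was that of the paper's table for 34 genes, 14 higher and 20 lower with Tributyrin. Their unadjusted p lay between 0.000146 and 0.00691, and the median size of their log2 fold change was 0.57. For 32 of them the 3 mice of one group lay apart from the 3 mice of the other. Chance gives such a separation for 10% of genes with 3 mice against 3, and it was found for 8.9% of all genes tested.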

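*Ppm1k* is listed in the counts as ENSMUSG00000037826. In the GENCODE M21 annotation of GRCm38 it is a protein-coding gene on the minus strand of chromosome 6, from 57506502 to 57535468, with an exonic length of 6022 bases. One annotated gene overlaps it on the opposite strand, *Gm45193*, which had 0 counts in these libraries. The log2 fold change of *Ppm1k* with Tributyrin over vehicle was 0.29 (standard error 0.075). By unadjusted p, which was 0.00296 in edgeR's model across genes, it was at rank 37. The adjusted p was 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 with its default trend and no prior gave an adjusted p of 0.339, and edgeR without the filter on low counts gave 0.116, the lowest of the alternatives set in advance, which ran up to 1. The fit without the filter did not use the gene's own spread between mice.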

Among the significantly altered genes, is the transcript protein phosphatase Mg2 + /Mn2 + dependent 1K (*ppm1k*). Tributyrin treated mice had a significant increase in *Ppm1k* transcript levels compared to WD treated mice (795.0 read count ± 175.7) (Figure 4B, false-discovery rate (FDR)-adjusted *P* < 0.1). 

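Between 2667 and 4706 reads were counted on *Ppm1k* in the vehicle libraries and between 3619 and 4851 in the Tributyrin libraries, so that counting error alone gives a relative SD of at most 1.94%. Divided by the size factors of each library, the counts were 3768, 3649 and 3313 in the mice given vehicle, with a mean of 3577 ± 236 (SD, n = 3). They were 4527, 4432 and 4151 in the mice given Tributyrin, with a mean of 4370 ± 195 (SD, n = 3). The difference was 793.4 read counts with a standard error of 176.7, and the mean was 22.2% higher with Tributyrin. Every mouse given Tributyrin lay above every mouse given vehicle (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). With each mouse left out in turn the difference stayed between 691.6 and 939.8 read counts. Counts scaled by library size alone moved it most among the scalings tried, to 604.3. From its own analysis, with a difference of 795.0 read counts, the paper states that *Ppm1k* transcript was raised by Tributyrin. The protein that *Ppm1k* encodes activates BCKDH. From this and its measurements of PP2Cm and p-BCKDH protein, the paper proposes that butyrate could act on the heart by way of BCAA catabolism.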

*Ppm1k* encodes protein phosphatase 2C (PP2Cm), which in turn is responsible for the dephosphorylation and activation of branched-chain alpha-keto acid dehydrogenase (BCKDH) complex that catalyzes the first irreversible step in the catabolism of branched chain amino acids (BCAAs); L-leucine, L-valine, and L-isoleucine, and in turn improves BCAA metabolism (17, 26). In addition to the increase in *ppm1k* transcript levels, we found the encoded PP2Cm protein levels to be significantly increased (1.958 A.U. ± 0.7367) in the heart of WD + Tributyrin group compared to WD (unpaired *t*-test, *P* = 0.0197) (Figures 4C, D). Without butyrate treatment, *Ppm1k* mRNA level had a trend toward decreasing in WD-fed mice compared to NC and a trend toward increasing in lean FMT treated mice compared to sham-FMT (Figures 4E, F). Similarly, PP2Cm protein levels trended lower in WD-fed mice (Figures 4G, H) and higher in FMT compared to sham FMT treated mice (Figures 4I, J).

**FIGURE 4:**
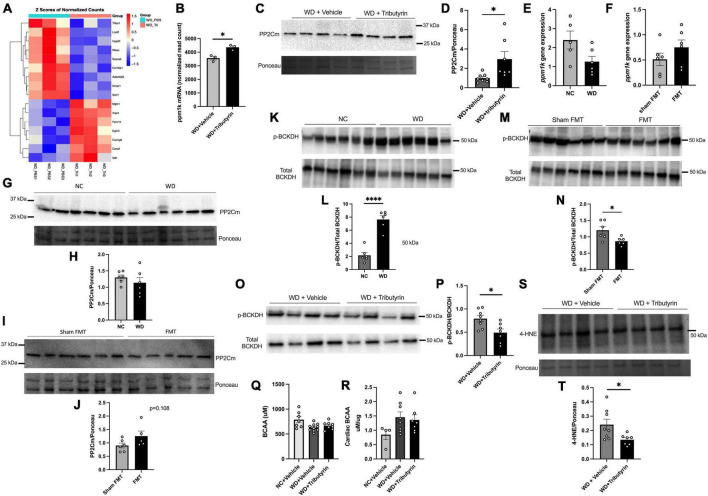
Tributyrin alters transcripts in the heart. **(A)** Topmost regulated transcripts after Tributyrin treatment in the heart (WD, WD + Tributyrin needle fed mice), FDR-adjusted *P* < 0.1 (n = 3 per group) (Supplementary Datasheet 2). **(B)** *ppm1k* mRNA normalized read count in WD and WD + Tributyrin treated mice (FDR-adjusted *P* = 0.049515631) **(C)** Immunoblot images of PP2Cm and total ponceau staining from hearts of WD fed mice treated with Tributyrin or vehicle. **(D)** Densitometric analysis of the ratio of PP2Cm to total protein staining bands, (*n* = 7–8 per group). **(E)** mRNA levels of *ppm1k* in heart from NC and WD fed mice (*n* = 5–6 per group). **(F)** mRNA levels of *ppm1k* in heart from sham FMT and lean FMT treated mice (*n* = 6 per group). **(G)** Immunoblot images of PP2Cm and total protein staining from NC and WD fed mice. **(H)** Densitometric analysis of the ratio of PP2Cm to total protein staining bands (*n* = 6 per group). **(I)** Immunoblot images of PP2Cm and total protein staining from sham FMT and FMT treated mice. **(J)** Densitometric analysis of the ratio of PP2Cm to total protein staining bands (*n* = 5–6 per group). **(K)** Immunoblot images of p-BCKDH, total BCKDH and total protein staining from hearts of NC and WD fed mice. **(L)** Densitometric analysis of the ratio of p-BCKDH/BCKDH protein bands (*n* = 6 per group). **(M)** Immunoblot images of p-BCKDH, total BCKDH and total protein staining from hearts of WD fed mice treated with sham FMT or FMT. **(N)** Densitometric analysis of the ratio of p-BCKDH/BCKDH protein bands (*n* = 6 per group). **(O)** Immunoblot images of p-BCKDH, total BCKDH and total protein staining from hearts of WD fed mice treated with Tributyrin or vehicle. **(P)** Densitometric analysis of the ratio of p-BCKDH/BCKDH protein bands (*n* = 7–8 per group). **(Q)** Serum BCAA levels in NC, WD and WD + Tributyrin treated mice (*n* = 8–10). **(R)** Cardiac BCAA levels in NC, WD and WD + Tributyrin treated mice normalized to total protein levels (n = 4–8). **(S)** Immunoblot images of 4-HNE and total protein staining from hearts of WD fed mice treated with Tributyrin or vehicle, **(T)** Densitometric analysis of the ratio of 4-HNE to total protein staining protein bands. Statistical analysis was done using unpaired student’s *t*-test. Data are mean ± S.E.M. (*p < 0.05), (*n* = 7–8 per group). Statistical analysis was done using unpaired student’s *t*-test and one-way ANOVA followed by Tukey’s multiple comparison test. Data are mean ± S.E.M. (*p < 0.05, ^****^p < 0.00005).

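The heatmap of Figure 4A shows 16 genes, *Ppm1k* among them. Of the other genes, *Cacng6* had the largest increase, with a log2 fold change of 1.10 (standard error 0.244), from 97.0 ± 41.1 normalized counts (SD, n = 3) with vehicle to 206.4 ± 26.9 (SD, n = 3) with Tributyrin. *Aqp4* followed with 0.79 (standard error 0.135), then *Cenpf* with 0.66 (0.149), *Igtp* with 0.57 (0.147), *Mgst1* with 0.49 (0.098) and *Egln3* with 0.47 (0.112). *Igtp* overlaps *Irgm2* on the same strand, a gene with up to 2927 counts in a library. The value of *Igtp* therefore depends on how the counting treated reads in the overlap, which is not given. *Nfasc* had the largest decrease, with a log2 fold change of -2.03 (standard error 0.421), from 33.01 ± 12.3 normalized counts (SD, n = 3) to 7.98 ± 3.67 (SD, n = 3). These ranks hold for the edgeR estimates. In DESeq2 with a prior on fold changes, *Nfasc* was at -0.214, the smallest decrease among these genes. *Cacng6* was at 0.382 there, below *Aqp4* (0.438) and *Cenpf* (0.392). The log2 fold change was -0.85 (standard error 0.166) for *Scara3*, -0.69 (0.129) for *Sorl1*, -0.68 (0.176) for *Thbs1*, -0.59 (0.137) for *Col16a1*, -0.58 (0.129) for *Inpp5f*, -0.57 (0.104) for *Gnao1*, -0.57 (0.121) for *Loxl2* and -0.33 (0.073) for *Adamtsl5*. In each of the 16 genes the normalized counts of the groups did not overlap, where chance gives this for 10% of genes, but the genes had been chosen on these mice. Of these genes, 0 passed an FDR of 5% in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 with its default trend called 5 of them at 5%, *Aqp4*, *Gnao1*, *Sorl1*, *Cacng6* and *Cenpf*.

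**Figure D1:**
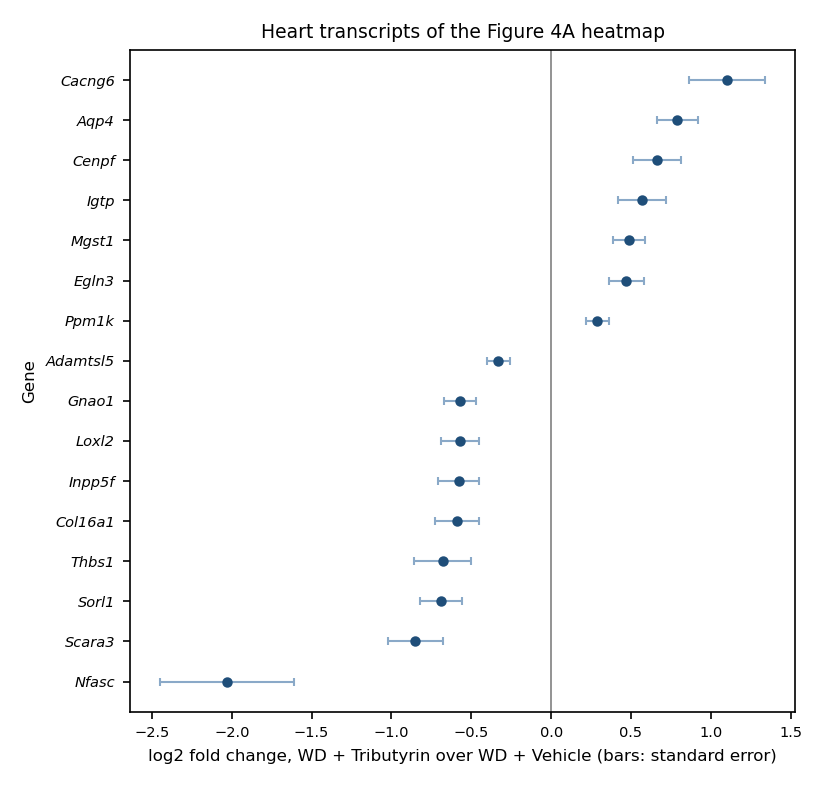
Log2 fold change of the 16 transcripts of the Figure 4A heatmap, WD + Tributyrin over WD + Vehicle (n = 3 mice per group), with 1 gene per line; points are the estimates of edgeR and bars the standard error. The estimates run from -2.03 for *Nfasc* to 1.10 for *Cacng6*.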

This further implies that improvements seen with FMT treatment share common mechanism with treatment with SCFA butyrate.

### Tributyrin treatment decreased the p-BCKDH inactive enzyme in the BCAA metabolism pathway

Impaired BCAA metabolism occurs due to a decrease in the levels and activity of BCKDH and an increase in the levels of inactive p-BCKDH and that has been attributed to the downregulation of *ppm1k* translated protein PP2Cm (17, 18). We found the protein levels of p-BCKDH to be significantly increased in WD fed mice compared to NC (5.477 A.U. ± 0.7178) (unpaired *t*-test, *P* < 0.0001) (Figures 4K, L). However, p-BCKDH was significantly blunted in the heart after FMT treatment (−0.3352 ± 0.1266) (unpaired *t*-test, *P* = 0.0380) (Figures 4M, N) as well as after tributyrin treatment (−0.3004 ± 0.1031) (unpaired *t*-test, *P* = 0.0121) (Figures 4O, P). The levels of circulating BCAAs in serum was not changed between WD and WD + Tributyrin in both male and female treated mice (Figure 4Q). To better assess the cardiac BCAA metabolism, we measured cardiac BCAAs concentration. We found no significant changes in cardiac BCAA between the three different groups (Figure 4R). BCAA catabolism defects are known to be associated with heart failure development due to increase in oxidative stress and reactive oxygen species (ROS) (3, 19–22, 27–29). Elevated ROS levels lead to lipid peroxidation, where unsaturated lipids are converted to lipid peroxides that generate highly reactive and damaging lipids such as 4-hydroxynonenal (4-HNE) (30, 31). Therefore, we investigated whether tributyrin treatment decreased oxidative stress in the heart by measuring the levels of 4-HNE. We found the levels of 4-HNE to be significantly reduced with tributyrin treatment in obese pre-HFpEF mice (−0.1064 ± 0.04307) (unpaired *t*-test, *P* = 0.0281) (Figures 4S, T). These findings indicate the potential role of butyrate in the BCAAs metabolism pathway by increasing the levels of PP2Cm, decreasing p-BCKDH, which activates the degradation of BCAAs and in turn decreases oxidative stress in the heart.

### Tributyrin upregulation of *ppm1k* occurred at least in part through histone deacetylase (HDAC) inhibition

It is well established that butyrate’s effects are mediated either through (a) binding to G-protein coupled receptors (GPCRs); GPR43 (FFAR2), GPR41 (FFAR3) which activates downstream signaling pathways (32–34), or (b) epigenetic regulation through its histone deacetylase (HDAC) inhibition activity, as well as activation of histone acetyltransferases (HATs) which increases histone acetylation and gene expressions (35, 36). To test whether butyrate upregulates *ppm1k* through binding to its GPCRs GPR41/43, we performed RNAscope *in situ* hybridization of GPR41/43 on cardiac tissue sections as done previously (20) from wild-type mice and we found no staining in the heart compared to nodose ganglia, a GPR41/43 positive tissue (Supplementary Figure 2). These data rule-out the involvement of the receptors in butyrate’s effect on heart function and hypertrophy. Next, we assessed whether HDAC inhibition may increase *ppm1k* mRNA level. We treated C2C12 cells with sodium butyrate and with the inhibitor of HDAC class I and II, Trichostatin A (TSA). We confirm the increase of *ppm1k* mRNA levels in butyrate treated cells compared to vehicle treatment (7.140 ± 1.838), and we observed that TSA also increased *ppm1k* expression compared to vehicle treatment (2.646 ± 0.2661) (unpaired *t*-test, *P* = 0.003, *P* < 0.0001, respectively) (Figures 5A, B). These data confirm that butyrate robustly regulates the levels of *ppm1k* in muscle cells and that butyrate HDAC inhibitor property may underlie these changes in gene expression.

**FIGURE 5:**
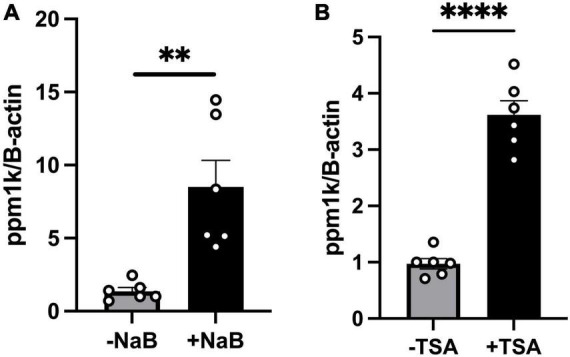
Tributyrin upregulation of *ppm1k* occurs at least in part through HDAC inhibition. **(A)** mRNA levels of *ppm1k* in C2C12 treated with 5mM sodium butyrate (NaB) or vehicle. **(B)** mRNA levels of *ppm1k* in C2C12 cells treated with 1 μM HDAC inhibitor Trichostatin A (TSA) or vehicle. Statistical analysis was done using unpaired student’s *t*-test. Data are mean ± S.E.M. (^**^p < 0.005, ^***^p < 0.0005, and ^****^p < 0.00005), (*n* = 6 per group).

## Discussion

The role of gut microbiome and its metabolites in the development of cardiovascular diseases (CVDs) is an emerging area of research (27, 37–39). In this study we investigate the role of gut microbiome and its metabolite butyrate in obesity associated pre-HFpEF mouse model that shows early signs of cardiac dysfunction and hypertrophy. Using a specific model of obesity associated pre-HFpEF we aimed at harnessing the early changes that link obesity to the development of HFpEF. There are several animal models to try to mimic and replicate human HFpEF (40). However, most try to better understand the late stage of disease development and their findings focus on culprit or adaptative changes. By using an early stage of HFpEF with one specific risk factor which is obesity, we believe this could better help understand the early derangements that ultimately lead to the development of HFpEF. Using fecal microbiome transplantation (FMT) from lean mice, we were able to modulate gut microbiome composition in obese pre-HFpEF mice. In addition, we found FMT to improve early cardiac dysfunction and cardiac hypertrophy. Indeed microbiome alteration is a hallmark of obesity but similar derangements were also recently found in heart failure patients (21) and especially HFpEF (22, 23). Microbiota imbalance could be considered as a signature of heart failure, however, in this study we show for the first time that correction of this imbalance can improve cardiac mechanics. This could help stipulate that this derangement is a cause of HFpEF development. Further study in germ free mice could help better understand this causality. FMT treatment of obese mice led to an increase in circulating levels of the SCFA butyrate (19), and increased the levels of butyrate-producing bacteria *Lactobacillus*, which implied that FMT’s improvement could occur due to SCFA butyrate. To confirm this, we treated obese pre-HFpEF mice with tributyrin, the triglyceride form of butyrate, and we were able to recapitulate FMT’s effects on cardiac function and hypertrophy. Additionally, tributyrin improved exercise capacity, one of the key markers of HFpEF development. This finding can be explained by the improvement of cardiac mechanics but also opens a new area of investigation on the ability of skeletal muscles to use butyrate as a substrate for energy production. Indeed some studies have shown the potential for ketone ester to improve performance (41, 42), and more recently supplementation with the SCFA producer *Lactobacillus plantarum* was shown to increase triathlete performance (43). WD-fed mice had no significant changes in their body weight after tributyrin treatment compared to vehicle treatment, which indicates that improvements seen in cardiac function and exercise capacity was not due to weight loss but possibly due to a direct effect of FMT and butyrate on the heart. Therefore, we performed cardiac RNAseq analysis and found significant increase in *ppm1k* which regulates the rate limiting enzyme involved in branched chain amino acids (BCAAs) catabolic pathway after Tributyrin treatment. 

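A list of 24 genes of BCAA catabolism, *Ppm1k* included, was tested as a set. Its median log2 fold change with Tributyrin over vehicle was 0.07, and 22 genes were higher and 2 lower, but with counts scaled by library size alone 12 were higher. The single genes ran from -0.02 for *Pcca* to the value of *Ppm1k*. Of the subunits of BCKDH, the log2 fold change was 0.07 (standard error 0.078) for *Bckdha*, 0.10 (0.103) for *Bckdhb*, 0.15 (0.085) for *Dbt* and 0.05 (0.068) for *Dld*. With library size alone *Bckdha* was at -0.00335 and *Dld* at -0.0196. *Bckdk*, which encodes the kinase that acts against PP2Cm, was at 0.08 (0.069), and *Bcat2* at 0.11 (0.092). The adjusted p of the list was 0.000169 by camera of the limma package with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists tested. It was 0.416 by fry and 0.45 by camera with the correlation estimated from the data. The mean log2 expression of the list was 6.99 ± 0.07 (SD, n = 3) with vehicle and 7.07 ± 0.07 (SD, n = 3) with Tributyrin, within the spread between mice (two-sided exact permutation test, p = 0.2). Adjusted over the list alone, 1 gene passed an FDR of 10%, *Ppm1k*, at 0.0709 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0 over all genes tested. The paper chose *Ppm1k* on these mice, so the first count is not independent evidence.

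**Figure D2:**
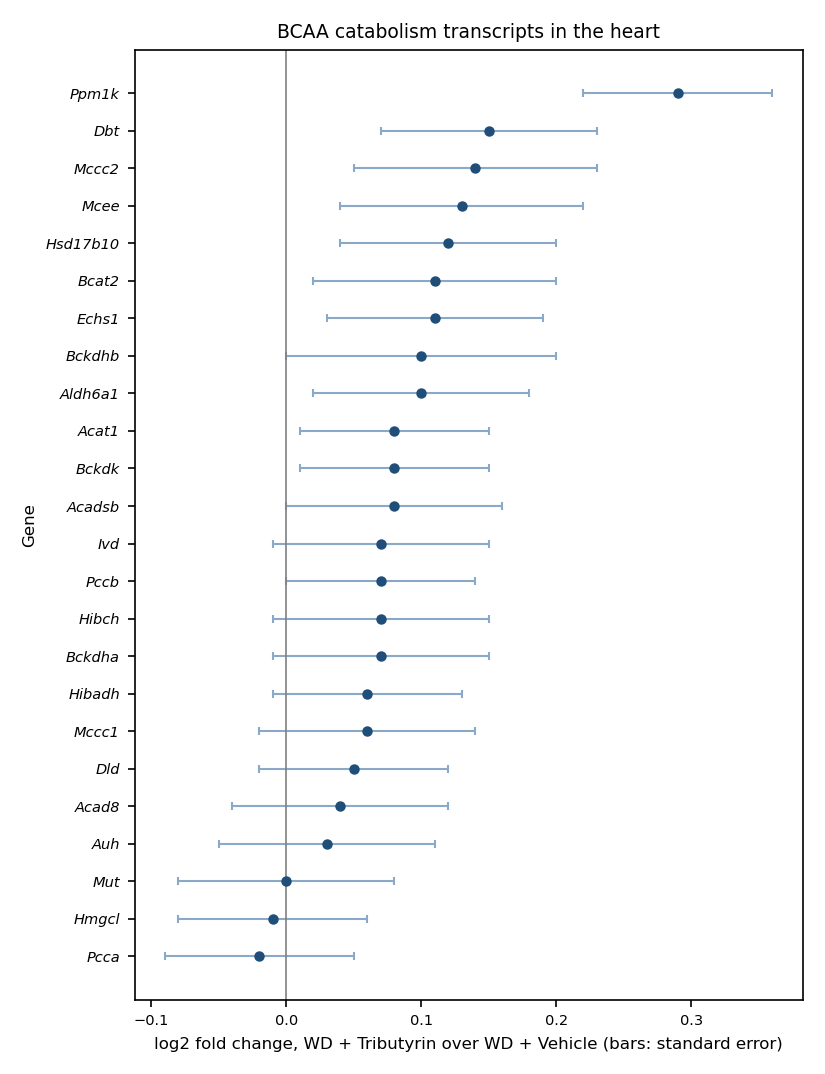
Log2 fold change of the 24 transcripts of BCAA catabolism, WD + Tributyrin over WD + Vehicle (n = 3 mice per group), with 1 gene per line; points are the estimates of edgeR with TMM scaling and bars the standard error. With this scaling 22 points lie above 0, and 12 do with library size alone.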

BCAAs are essential amino acids that include Valine, Leucine, and Isoleucine. They play a key role in protein synthesis, cell signaling and metabolism (44, 45). Accumulation of BCAAs has been shown in obesity and several obesity-associated cardiovascular diseases, which occurs due to an impairment in their catabolic pathway (13, 15, 16). This occurs mainly due to a deficiency in the presence and activity of branched-chain α-keto acid dehydrogenase (BCKDH) which is controlled by the activity of protein phosphatase 2Cm (PP2Cm) (28). A decrease in PP2Cm correlates with a decrease in the levels and activity of the unphosphorylated BCKDH which further leads to deficiency in the degradation and catabolism of BCAAs (13, 17, 18). This suggests that butyrate’s improvement of early cardiac dysfunction, hypertrophy and exercise capacity could be mediated by enhancing the BCAAs catabolism pathway. We found the protein levels of PP2Cm and its encoding gene *ppm1k* to be significantly increased after Tributyrin treatment in obese pre-HFpEF. Concurrently, we found p-BCKDH to be significantly decreased in the heart. The regulation of *ppm1k* expression levels includes post-translational modifications such as phosphorylation, ubiquitination, and acetylation. Since butyrate is a well-known epigenetic regulator due to its histone deacetylation (HDAC) inhibition property, we tested whether butyrate’s increase in *ppm1k* expression was through HDAC inhibition. We found the pharmacological HDAC inhibitor, Trichostatin A (TSA), to replicate at least in part butyrate’s increase of *ppm1k* mRNA levels *in vitro*. This indicates that HDAC inhibition is one of the mechanisms by which butyrate increases *ppm1k* levels, but further work should be done to further understand the detailed effect of butyrate on *ppm1k* transcription. In addition, future work should be done to investigate whether butyrate can regulate *ppm1k* expression through activating HATs and increasing histone acetylation.

Although we found tributyrin treatment to increase PP2Cm and decrease p-BCKDH levels in the heart, we detected no change in the levels of serum or cardiac BCAAs. This is consistent with other findings of mice on HFD having no changes in their circulating BCAAs levels (46, 47). Tributyrin’s increase in BCAA catabolic enzymes suggests that its role in improving cardiac function and hypertrophy in WD-fed mice is independent of changes in circulating BCAAs levels. It is still possible that changes in BCAAs occur in a cell specific manner and small differences could not be accurately measured in circulating or whole organ measurements. One of the main effects of BCAAs catabolic pathway defects is the increase in reactive oxygen species (ROS) production (18, 29, 47). Elevated levels of ROS is a known characteristic of obesity and HFpEF (1, 7, 48). Therefore, we measured the levels of 4-hydroxynonenal (4-HNE), a highly reactive and damaging lipid that is produced from lipid peroxidation and a marker of oxidative stress (31). We found the levels of 4-HNE to be significantly reduced in the heart after Tributyrin treatment in obese pre-HFpEF mice. This finding could imply that Tributyrin’s effect on oxidative stress is through its change in PP2Cm and BCKDH expression, but future work would need to be done to measure the direct effect of increasing/decreasing PP2Cm and BCKDH expression and activity on ROS production.

Our study shows gut microbiome modulation and butyrate supplementation as a possible intervention to prevent the progression of obesity induced HFpEF. We identified the upregulation of BCAAs catabolic enzymes as a potential mechanism that mediates the effects of butyrate on cardiac function and hypertrophy, and a potential therapeutic target for the development of obesity associated HFpEF.

## Materials and methods

### Animals

Animal studies were conducted in accordance with recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (49) and with the approval of the Loyola University Chicago Institutional Animal Care and Use Committee. Wild-type, C57BL/6J mice were obtained from Jackson Laboratories. Male and Female mice were fed NC (Teklad LM-485), while the experimental groups were fed WD (TD88137, Teklad Diets; 42% kcal from fat, 34% sucrose by weight, and 0.2% cholesterol total; Envigo).

### FMT treatment cohort

After 12 weeks of WD, mice were given antibiotics for 3 days followed by gavage treatment. Mice were switched to NC diet for the first 5 days of gavage, then continued with WD for the remainder of the 2 weeks treatment. Sham FMT mice were gavaged with feces from obese mice, while FMT mice were gavaged with feces from lean mice. Fresh feces from donors were collected the morning of gavage, homogenized *via* vortexing, and fecal slurry supernatant was collected avoiding solid particles.

### Tributyrin treatment cohort

At the end of week 15 on WD or NC, animals were needle-fed with Tributyrin (Sigma-Aldrich) or Vehicle 2 days on/2 days off for 3 weeks, at a dosage of 5g/kg of mice body weight.

### Echocardiography

Echocardiography was performed using a Visual Sonics Vevo 3100 system equipped with MX550D transducer (Visual Sonics). Anesthesia was induced by isoflurane and measurements were obtained from short-axis M-mode scans. Parameters collected include heart rate, stroke volume, LVEF, left ventricular fractional shortening, left ventricular end-diastolic diameter, left ventricular end-systolic diameter, left ventricular end-diastolic posterior wall, peak Doppler blood inflow velocity across the mitral valve during early diastole. At the end of the procedures all mice recovered from anesthesia without difficulties.

### Speckle-tracking echocardiography and strain analysis

B-mode traces were acquired and used to calculate global longitudinal strain and longitudinal strain rate reverse peak using Vevo Strain software (Visual Sonics) and a speckle-tracking algorithm.

### Exercise exhaustion test

After 3 days of pre-training for adjustment to the treadmill exercise, the exhaustion test was performed in all the experimental groups of mice. Mice ran on the treadmill staring at a speed of 5 m min^–1^ for 5 min. The treadmill speed was then increased by 1 m min^–1^ every minute until the mouse was exhausted. Continuation of running was encouraged by delivering a mild shock using an electric-stimulus grid. Exhaustion was defined as the inability of the mouse to return to running after 10 s of shock delivery. Running time was measured and calculated as total minutes ran by each mouse prior to exhaustion and running distance was calculated accordingly.

### RNA isolation, cDNA library construction, and illumina sequencing

Total RNA was extracted from mice hearts using the RNAeasy isolation kit (Qiagen). The stranded mRNA-seq was conducted in the Northwestern University NUSeq Core Facility. Briefly, total RNA examples were checked for quality using RINs generated from Agilent Bioanalyzer 2100. RNA quantity was determined with Qubit fluorometer. The Illumina Stranded mRNA Library Preparation Kit was used to prepare sequencing libraries from high-quality RNA samples (RIN > 7). The Kit procedure was performed without modifications. This procedure includes mRNA purification and fragmentation, cDNA synthesis, 3′ end adenylation, Illumina adapter ligation, library PCR amplification and validation. Lllumina HiSeq 4000 sequencer was used to sequence the libraries with the production of single-end, 50 bp reads at the depth of 20–25 M reads per sample. The quality of DNA reads, in FASTQ format, was evaluated using FastQC. Adapters were trimmed and reads of poor quality or aligning to rRNA sequences were filtered. The cleaned reads were aligned to the reference genome using STAR [Dobin et al. (50)]. Read counts for each gene were calculated using htseq-count [Anders et al. (51)]. 

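The size factors that DESeq2 computes from the deposited counts were 0.9621, 1.2896 and 0.8049 for the vehicle libraries and 1.0694, 1.0944 and 0.8717 for the Tributyrin libraries. The supplementary table of the paper prints normalized counts, from which size factors of 0.9616, 1.2906, 0.8051, 1.0686, 1.0936 and 0.8722 were recovered in the same order. Over the genes of that table, the deposited counts were 0.33% to 0.47% higher in sum, and between 31.8% and 41.8% of its genes had the same whole number of counts after the table's values were multiplied by the recovered size factor and rounded. Each column of the table was closest to the deposited library with the same label. For *Ppm1k* the dispersion estimated from the gene alone was 0.00279. The parametric trend across genes, the default, gave 0.00635 at its expression level, which raises the final dispersion to 0.00499. The local trend, an option chosen here after the data were seen, gave 0.00376.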

Normalization and differential expression were determined using DESeq2 [Love et al. (52)]. The cutoff for determining significantly differentially expressed genes was an FDR-adjusted *p*-value less than 0.05. A pathway analysis was performed on both gene lists using GeneCoDis [Tabas-Madrid et al. (53); Nogales-Cadenas et al. (54); Carmona-Saez et al. (55)] to identify pathways that are enriched with genes that are upregulated and downregulated.

### Western blot analysis

Protein from frozen mouse hearts were prepared by lysis in ice-cold RIPA buffer (ThermoFisher, cat.89900) containing protease and phosphatase inhibitor (ThermoFisher, cat. A32959). Tissue was homogenized using bullet blender bead lysis kit (Next Advance), and protein concentrations were determined with Pierce BCA Protein Assay Kit (Thermofisher, cat. 23225). Proteins were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) on 4–15% gradient gel (Bio-Rad, cat.4561086) and transferred to PVDF membrane using iBlot 2 transfer system (ThermoFisher). Protein expression was measured by chemiluminescence using ChemiDoc imaging system (Bio-Rad). Proteins were detected with the following primary antibodies: BCKDH (ThermoFisher, cat.PA5-97248), phospho-BCKDH (S293) (abcam, ab200577), PP2Cm (abcam, ab135286), 4-hydroxynonenal (abcam, ab46545) (14, 56, 57).

### Cell culture and treatments

C2C12 mouse myoblasts cells were cultured in 1x DMEM (Corning) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin in a humidified 5% CO2 atmosphere at 37°C. Cells were treated with sodium butyrate (Sigma-Aldrich) dissolved in water for 6 h at 5 mM concentration. For HDAC inhibition cells were treated with Trichostatin A (Tocris) dissolved in DMSO for 6 h at 1 μM concentration (58).

### Reverse transcription quantitative polymerase chain reaction (RT-qPCR)

mRNA was isolated from C2C12 cells with different treatments using TRIZOL reagent (ref protocol). cDNA was synthesized from 1 μg of RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Quantitative PCR (qPCR) was performed in triplicate for each sample using diluted cDNA (1:10), SYBR Green (Roche, Cat.04913850001), and 10 μM of forward and reverse primers specific for *ppm1k* (F: GAGTTATGCCCACCTGTCTGCA, R: CT GTCTCCAACACTGGCTACCA) and β*-actin* (F: ACCTTCTAC AATGAGCTGCG, R: CTGGATGGCTACGTACATGC). Samples were cycled 50 times as following (95°C 15 s, 60°C 1 min, measure fluorescence), using CFX96 Real-Time System (Bio-Rad, Cat.1855196). PCR amplification was followed by a melt curve analysis to verify uniformity of amplicon product. Gene expression was calculated and quantified relative to the housekeeping gene β-actin using the ΔΔCt method.

### 16S sequencing and diversity analysis

As described previously (19, 20) cecal contents were collected and DNA extracted using the QIAamp Powerfecal DNA Kit (Qiagen). qPCR was performed with universal 16S primers. The Loyola Genomic Core performed PCR of 16S rRNA V4-5 regions sequenced by the Illumina HiSeq4500 platform, as done previously (59);16S sequences were aligned using the Silva Taxonomy Annotation, and files were uploaded to Microbiome Analyst for analysis (60) for analysis.^1^

### Butyrate and BCAA serum measurements

Blood was isolated from mice, after decapitation under anesthesia, collected in Sarstedt microvette blood collection tubes, and centrifuged at 2,000 × *g* for 10 min for serum collection. The quantification and analysis of serum butyrate and BCAA was performed by the Mass Spectrometry Core in Research Resources Center of University of Illinois at Chicago. Serum samples were stored in the −80°C freezer prior to use and were thawed in water bath for 30 s. 10 ul of serum sample was taken for deproteinization and 40 ul methanol (MeOH) was added before vortexing for 2 min. The samples were incubated at 4°C for 30 min and vortexed again thoroughly. The samples were then centrifuged at 14,000rpm for 10 min and 30 ul of the supernatant was taken for derivatization. For derivatization, 30 ul of each standard solution or sample supernatant was mixed with 15 ul of 200 mM 3-NPH in 50% aqueous MeOH and 15 ul of 120 mM EDC in the same solution. The reaction was allowed to proceed for 30 min at 40°C. The reaction mix was then diluted with 350 ul of 10% MeOH. LC/MS analysis was performed on AB SCIEX 6500 QTRAP coupled with Agilent 1,290 UPLC system.

The LC/MS data files were processed using the AB Sciex MultiQuant software.

### Cardiac BCAA measurement

Measurements were done following the BCAA colorimetric Assay protocol (BioVision, cat#K564). BCAA concentrations were normalized to total protein measured using BCA protein assay kit (ThermoFisher, cat#23225).

### *In situ* hybridization

*In situ* hybridization for GPR41 (ACD Probe Cat#) GRP43 (ACD Probe#) was done as described previously (20) using a combination of chromogenic RNAScope (FastRed) and GFP immunohistochemistry.

## Data availability statement

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (61) and are accessible through GEO Series accession number: GSE221195 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221195).

## Ethics statement

This animal study was reviewed and approved by Loyola University Chicago Institutional Animal Care and Use Committee.

## Author contributions

JH and TC designed the experiments, performed the experiments, analyzed the data, wrote the manuscript, and reviewed the manuscript. RB designed the experiments, performed the experiments, and reviewed the manuscript. NE, CG, CW, and JJ performed the experiments and reviewed the manuscript. VM-A and GA designed the experiments, analyzed the data, wrote the manuscript, and reviewed the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Fecal microbiome transplantation and tributyrin improves early cardiac dysfunction and modifies the BCAA metabolic pathway in a diet induced pre-HFpEF mouse model
**Source:** Front Cardiovasc Med. 2023 Feb 8;10:1105581. doi: 10.3389/fcvm.2023.1105581
**Supplement:** Supplementary Table 1 — Summary table of DEseq2 analysis, data transformed using relative log expression.

|                                                       | log2FC         | lfcSE          | Pvalues         | FDR             |
|-------------------------------------------------------|----------------|----------------|-----------------|-----------------|
| <b>Erysipelotrichaceae_unclassified</b>               | <b>-2.6989</b> | <b>0.44432</b> | <b>1.25E-09</b> | <b>3.24E-08</b> |
| <b>Bacteria_unclassified</b>                          | <b>-4.7505</b> | <b>1.3915</b>  | <b>0.000641</b> | <b>0.008328</b> |
| <b>Clostridiales_Incertae_Sedis_XIII_unclassified</b> | <b>-3.6813</b> | <b>1.164</b>   | <b>0.001564</b> | <b>0.013555</b> |
| <b>Turicibacter</b>                                   | <b>4.0964</b>  | <b>1.4575</b>  | <b>0.004945</b> | <b>0.025893</b> |
| <b>Terrisporobacter</b>                               | <b>4.2855</b>  | <b>1.526</b>   | <b>0.004979</b> | <b>0.025893</b> |
| <b>Acetatifactor</b>                                  | <b>-1.8928</b> | <b>0.72441</b> | <b>0.008978</b> | <b>0.033075</b> |
| <b>Lactobacillus</b>                                  | <b>-3.2267</b> | <b>1.2549</b>  | <b>0.010132</b> | <b>0.033075</b> |
| <b>Clostridium_sensu_stricto</b>                      | <b>5.3484</b>  | <b>2.0813</b>  | <b>0.010177</b> | <b>0.033075</b> |
| Romboutsia                                            | 2.2948         | 1.1072         | 0.038198        | 0.11035         |
| Oscillibacter                                         | 1.1454         | 0.59451        | 0.054025        | 0.13001         |
| Pseudoflavonifractor                                  | 1.986          | 1.035          | 0.055003        | 0.13001         |
| Clostridiales_unclassified                            | -2.0826        | 1.2505         | 0.095819        | 0.20761         |
| Faecalibacterium                                      | 1.3574         | 0.92737        | 0.14327         | 0.28654         |
| Lactococcus                                           | 0.90147        | 0.72305        | 0.21249         | 0.37071         |
| Porphyromonadaceae_unclassified                       | 0.37136        | 0.29876        | 0.21387         | 0.37071         |
| Lachnospiraceae_unclassified                          | -0.16353       | 0.16983        | 0.3356          | 0.54534         |
| Ruminococcaceae_unclassified                          | -0.15484       | 0.23234        | 0.50512         | 0.77254         |
| Blautia                                               | -0.52735       | 0.86998        | 0.54441         | 0.78637         |
| Akkermansia                                           | 0.073205       | 0.20827        | 0.72522         | 0.92707         |
| Asaccharobacter                                       | -0.23341       | 0.70612        | 0.74098         | 0.92707         |
| Clostridium_IV                                        | 0.32162        | 1.1639         | 0.7823          | 0.92707         |
| Parasutterella                                        | 0.10211        | 0.37331        | 0.78444         | 0.92707         |
| Clostridia_unclassified                               | -0.13915       | 1.0694         | 0.89648         | 0.97655         |
| Clostridium_XIVb                                      | -0.0723        | 0.9602         | 0.93998         | 0.97655         |
| Clostridium_XVIII                                     | -0.03133       | 0.70991        | 0.9648          | 0.97655         |
| Bacteroides                                           | -0.03562       | 1.2117         | 0.97655         | 0.97655         |

How the deposited data were processed for this re-analysis (not part of the article)

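Heart ventricle RNA was measured by stranded mRNA sequencing in 3 WD-fed mice treated with Tributyrin and 3 WD-fed mice treated with vehicle. Samples were assigned to groups by their labels and by the group sizes the paper gives, and the labels name the control treatment PBS. The counts used here are whole numbers of reads per gene that the authors deposited without normalization. Before that the authors had trimmed adapters, filtered poor reads and reads aligning to rRNA, aligned with STAR and counted with htseq-count. The versions of these tools, the genome build, the annotation release and the strand setting are not given in the sources used here. No part of the counts was on lines that name no gene (0 such lines). Gene names and positions were taken from GENCODE M21 (GRCm38) by Ensembl identifier, and 54165 identifiers matched. Of 1817 different genes in the part of the paper's supplementary table used here, 1814 have a position that overlaps the same gene in that annotation.

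The total per library ranged from 20369746 to 32734485 counts. Deeper libraries have less counting error, and the count models of edgeR and DESeq2 weigh libraries by their depth. No pair of libraries differed by as little as the sampling noise, since the chi-square per degree of freedom over genes with a summed count of at least 20 was between 7.4 and 31.84 for every pair.

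The tools were R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The comparison used edgeR's quasi-likelihood test on the 6 libraries with TMM scaling, no covariate, the filterByExpr filter (minimum count 10, minimum total 15) and Benjamini-Hochberg adjustment. Thresholds were an FDR of 10%, as in the results of the paper, and of 5%, as in its methods. Normalized counts are counts divided by the size factors of DESeq2. Differences of single values were tested with two-sided exact permutation tests, which with 3 mice against 3 give no p under 0.1. Lists of genes were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. Log2 fold changes are Tributyrin over vehicle.

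The genes named are those the paper names, the 16 genes marked significant in its supplementary table, the strongest genes past 10% in each direction (there were none), and members of the lists reported. The values in that table had been seen when this rule was written. *Ddx3y* and *Xist* were named outside the rule for the test of sex, and *Gm45193* for its overlap with *Ppm1k*. Other genes named outside the rule were chosen after their values were seen. This is said where they are discussed, though not at each mention. The comparison, its alternatives and the lists were fixed before the deposited counts were examined. The top of the paper's supplementary table, computed on these same mice, had been seen by then. The lists were therefore not chosen blind to the results. The alternatives were DESeq2-type size factors, library size alone, no filter on low counts, a mean CPM of at least 5, DESeq2 with and without a prior on fold changes, limma-voom, a robust prior, bias-adjusted deviances, the replicate number as a block, and leaving out each mouse in turn. For the lists they included fry and an estimated correlation. A local dispersion trend in DESeq2 and covariates for atrial transcripts and for the mitochondrial share were added after the data were seen.

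The steps were tested on simulated data, in 3 simulations of the Tributyrin and vehicle comparison with 200 changed genes each, drawn from the means and library sizes of the real samples. The edgeR step, run on 14172 genes, recovered 61.2% of the changed genes at an FDR of 10%. It recovered 8% of those changed by 0.3 on the log2 scale, 80.7% at 1 and 95.3% at 2, and 14.1% of its calls were false. Without the filter, on 24290 genes, 65.7% were recovered and 26.8% of calls were false. DESeq2 with its default trend, on 24290 genes, recovered 61.2% with 14.1% of calls false, and with the local trend and the prior 66.8% with 31% false. The list step found 3 of 3 lists shifted by 0.3 on the log2 scale and gave an unadjusted p under 0.05 for 2 of 60 unchanged lists. The genes were drawn independently of each other. This test therefore cannot show how the step behaves where genes of a list vary together, or with smaller shifts.

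The first 1830 of 23564 rows of the paper's supplementary table were used here, sorted by p, so no test of overlap or enrichment was run on it. The other groups of the paper (NC, FMT and sham FMT) and its protein, amino acid and cell culture measurements were not analysed here. Values of some single genes are not reported here.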

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

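The tests of mitochondrial share, atrial tissue, share of cardiomyocytes, GC content and gene length, and other splits of the mice given in this part were chosen only after the results were seen. The lists of fatty acid oxidation, PPARα target and interferon genes are not discussed in the paper. Each was shifted upward with Tributyrin by camera with a preset correlation. That test compares a list with the other genes and does not show that the mice separate. By fry and by camera with an estimated correlation, 0 lists passed an adjusted p of 0.05, against 8 with the preset correlation. Of the 10 splits of the 6 libraries into 3 and 3, 4 gave as many lists, the real split included, so chance cannot be excluded for this number of lists. The splits were not compared for each of the 3 lists alone, so they decide nothing about a single list.

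The 18 genes of fatty acid oxidation had a median log2 fold change of 0.12, and 16 of them were higher with Tributyrin (15 with library size alone). The adjusted p was 6.86e-07 by camera, 0.416 by fry and 0.407 with an estimated correlation. The mean of the list was 8.48 ± 0.07 with vehicle and 8.59 ± 0.05 with Tributyrin (SD, n = 3, exact permutation p = 0.2), and the groups overlapped. Atrial tissue in the samples is argued against as the whole cause, since with the atrial score as a covariate the adjusted p was 5.81e-06. A bias from GC content and gene length is argued against too, since the median was 0.146 after a trend in both was removed. The mitochondrial share of the libraries may contribute, since with it as a covariate the adjusted p was 0.453 and the median 0.03, but the share is itself higher with Tributyrin, so it cannot be told apart from the treatment. A larger share of cardiomyocytes cannot be told apart either, since the score of the list minus that of ventricular cardiomyocyte genes gave an exact permutation p of 0.3. An effect of Tributyrin on these genes stays open. Over the alternatives for this list the adjusted p ran from 1.31e-07 to 0.453.

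The 11 tested PPARα targets had a median log2 fold change of 0.16, and 11 were higher with Tributyrin (8 with library size alone). *Angptl4* (0.50) and *Acot1* (0.46) led the list. *Angptl4* was at 0.297 without tributyrin replicate 3 and 0.783 without vehicle replicate 2, and *Acot1* was at 0.269 without tributyrin replicate 2. The adjusted p was 5.04e-05 by camera, 0.416 by fry and 0.244 with an estimated correlation. The mean of the list lay higher in each of the 3 Tributyrin mice than in each vehicle mouse (exact permutation p = 0.1, the smallest the design allows). With the atrial score as a covariate the adjusted p was 1.7e-06, and the median was 0.145 after a trend in GC content and gene length was removed, which argues against both as the whole cause. With the mitochondrial share as a covariate it was 0.0792, while the median was 0.19 and so no smaller, and the score minus that of ventricular cardiomyocyte genes gave an exact permutation p of 0.2. The mitochondrial share and the share of cardiomyocytes therefore cannot be told apart from an effect of the treatment, which stays open. Over the alternatives for this list the adjusted p ran from 1.7e-06 to 0.416.

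The 15 interferon response genes had a median log2 fold change of 0.08, and 11 were higher with Tributyrin (9 with library size alone). The adjusted p was 0.031 by camera, 0.638 by fry and 0.484 with an estimated correlation. *Iigp1* (0.47) led the list. *Irgm2* (0.36) overlaps *Igtp* on the same strand, so its value is uncertain. Without tributyrin replicate 1 *Iigp1* was at 0.145 and without tributyrin replicate 3 at 0.711, and *Irgm2* was at 0.109 without tributyrin replicate 2. The mean of the list did not separate the groups (3.25 ± 0.17 with vehicle and 3.35 ± 0.12 with Tributyrin, SD, n = 3, exact permutation p = 0.6). With the mitochondrial share as a covariate the adjusted p by camera was 2.97e-11 and the median 0.37, so no smaller. This decides nothing about the share, as the difference to be explained lies within the spread between mice. A trend in GC content and gene length left a median of 0.064, which decides nothing, as the members go both ways and the difference lies within the spread between mice. Atrial tissue cannot be told apart from the treatment, since with the atrial score as a covariate the adjusted p was 0.0698. The list was no longer past the threshold without vehicle replicate 1 (adjusted p 0.645) or without tributyrin replicate 2 (0.613), and over the alternatives its adjusted p ran from 2.97e-11 to 0.645. An effect of the treatment stays open.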

How the results depend on the processing

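The local dispersion trend and the covariates given in this part were chosen only after the data were seen. The count of genes past an FDR of 10% was 0 with edgeR under both other scalings, the stricter filter, the robust prior and bias-adjusted deviances, and with limma-voom. It was 167 without the low-count filter, 11 by DESeq2 without a prior and 9 with one, and in the added settings 38 with a local trend and 34 with a local trend and prior. At 5% the counts were 140, 5, 5, 15 and 15. With each mouse left out in turn the counts ran from 0 to 3 at 10% and from 0 to 3 at 5%. The genes included *Cacng6* without vehicle replicate 1 (2 genes), *Sln* and *Mybphl* without vehicle replicate 3 (2), *Gdpd3* and *Gm10167* without tributyrin replicate 1 (2), *Rps3a1* and *Rps3a3* without tributyrin replicate 2 (2), and *Bdh1*, *F830016B08Rik* and *Dkk3* without tributyrin replicate 3 (3). They were named after their values were seen. Without the filter the prior of the quasi-likelihood model had infinite degrees of freedom, against 6.3 with it. Each gene's own spread between mice then did not count, so the calls of that fit are uncertain. For DESeq2's default trend and for the mice left out, the cause was not tested.

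The replicate number was also fitted as a block. Samples of the same number deviated together with correlations of 0.34, 0.07 and -0.01, so the numbers do not show a pairing. The block gave 2 genes at 10%, *Trim72*, named after its values were seen, and *Ankrd1*, and 0 at 5%, where 731 genes had an unadjusted p under 0.05. It changed the direction of the erythroid list (adjusted p 0.975), and *Ppm1k* stayed at a log2 fold change of 0.29.

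The log2 fold change of *Ppm1k* was positive in every alternative run, from 0.22 with library size alone to 0.35 with the atrial score as a covariate. With each mouse left out it lay between 0.24 and 0.33. It passed 10% in 2 added settings, the local trend without a prior (0.289, adjusted p 0.0536) and with one (0.25, adjusted p 0.0626). Over the alternatives set in advance its adjusted p lay between 0.116 and 1. The difference in normalized counts stayed between 604.3 and 939.8.

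Of 48 other genes followed, 35 kept their direction under the alternatives that gave them a value. The stricter filter gave none for *Scara3*, *Nfasc*, *Gm10167*, *Sln* and *Mybphl*. With library size alone *Bckdha* was at -0.00335, *Dld* at -0.0196 and *H1f0* at -0.0663. With the mitochondrial share as a covariate *Nos2* was at 0.0823, *Col1a2* at 0.0749, *Bckdha* at -0.0291, *Bckdhb* at -0.16, *Dld* at -0.0348, *Bcat2* at -0.108 and *Cdkn1a* at -0.0547. With the atrial score as a covariate *Myl7* was at 0.00441, *Sln* at 0.436 and *Mybphl* at 0.345. With each mouse left out *Actb* ran from -0.0575 to 0.0361, *Cdkn1a* from -0.11 to 0.323, *Pcca* from -0.0599 to 0.0201 and *H1f0* from -0.0161 to 0.0358. The cause was not tested.

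By camera 8 lists passed an adjusted p of 0.05, 0 by fry, 0 with an estimated correlation, and 4 with the mitochondrial share as a covariate. The adjusted p of the BCAA catabolism list was 0.416, 0.45 and 0.453 in these settings, the last with the opposite direction, and with each mouse left out it lay between 3.39e-06 and 0.0329. With the mitochondrial share the direction also changed for the fibroblast identity (0.926), collagen and matrix (0.26), endothelial (0.416), macrophage (0.000729), erythroid (0.651), NRF2 target (0.926) and immediate early (0.416) lists. With the atrial score it changed for the erythroid list (0.35). With each mouse left out some directions changed, and the adjusted p ran from 0.402 to 0.724 for the adipocyte list, 0.0231 to 0.926 for circadian clock, 0.16 to 0.91 for endothelial, 5.77e-07 to 0.811 for erythroid, 0.353 to 0.939 for immediate early and 0.0319 to 0.91 for macrophage. Some lists passed the threshold only in another setting. These were proliferation without the low-count filter (0.0238), without vehicle replicate 1 (0.00158) and without tributyrin replicate 3 (0.0334), mural without tributyrin replicate 1 (0.000471) and with the mitochondrial share (0.0446), erythroid without tributyrin replicate 1 (5.77e-07, lower) and without tributyrin replicate 2 (0.0401, higher), macrophage without tributyrin replicate 2 (0.0319) and with the mitochondrial share, ventricular cardiomyocyte without tributyrin replicate 2 (0.0234), and circadian clock without tributyrin replicate 3 (0.0231) and with the atrial score (0.00377). The cause was not tested.

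Detected genes fell from 25581 to 16409 when a count was required in every library, and lay between 24842 and 25094 with each mouse left out. In the simulated data, over genes of all expression levels, edgeR recovered 8% of those changed by 0.3 on the log2 scale and 95.3% of those changed by 2. The counting error that depth sets for *Ppm1k* was at most 1.94%.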

Differences from the paper's values

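The paper reports 34 transcripts at an FDR of 10%, and 0 genes passed it here with edgeR's quasi-likelihood test, where 600 had an unadjusted p under 0.05. None of the alternatives set before the data were examined came within the range of the paper's count, and those run were the other scalings, both filters, DESeq2 with and without a prior, limma-voom, the robust prior, bias-adjusted deviances, the replicate block and each mouse left out. Some of them call genes that the paper calls. Without the low-count filter 167 genes passed, 30 of the paper's 34 among them. DESeq2 called 11 genes without a prior, 8 of the 34 among them, and 9 with a prior, 7 among them. Without vehicle replicate 1 edgeR called 1 of the 34, *Cacng6*. The local dispersion trend of DESeq2 was chosen after seeing the values. With a prior it called 34 genes, of which 31 are among the paper's, so it drops 3 of them, and without a prior it called 38, of which 33 are among the paper's, so it drops 1.

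The paper's supplementary table marks 16 genes at an FDR of 5%, and 0 passed it here with edgeR, where 600 had an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times the paper's count. Without the low-count filter 140 genes passed, 15 of the 16 among them, and DESeq2 called 5 with and without a prior, all of them among the 16. With the local trend, chosen after seeing the values, 15 genes passed, and 14 of the 16 were called.

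The paper gives an adjusted p of 0.049515631 for *Ppm1k*, and it was 0.999 here from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the alternatives set before the data were examined came within 1.5 times the paper's value, and the closest was 0.116 without the low-count filter. With the local trend of DESeq2, chosen after seeing the values, it was 0.0536 without a prior and 0.0626 with one.

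The results of the paper use an FDR of 10% and its methods state 5%. The 16 genes of Figure 4A are those under 5% in its supplementary table, while the legend gives 10%. The largest library held 32734485 counts, above the upper end of the depth the paper states, 25 M reads. The direction of each of the paper's 34 genes was the same here, and the difference in normalized counts of *Ppm1k* was 793.4 here and 795.0 in the paper, with the paper's error of 175.7, and the legend of Figure 4 gives its errors as SEM.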

Other observations

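The tests of the dispersion trend, the low-count filter, the mitochondrial share, the atrial score as a covariate, uneven atrial tissue and the splits of the mice for DESeq2, for lists and for the matrix list were chosen only after the results were seen. The tests of sex, depth, fibroblast share, the atrial list beside the matrix genes and time of day were set out earlier.

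With edgeR the real split gave 0 genes at 10% and 600 at an unadjusted p under 0.05, so each of the 10 splits of the 6 libraries into 3 and 3 gives at least as many at 10%, which tests nothing. At an unadjusted p under 0.05, 5 of the 10 splits gave at least 600 genes, the real one included. With DESeq2's default trend 5 of the 10 gave as many genes at 10% as the real split, and with its local trend and prior 4 of the 10 did, so chance cannot be excluded for these 3 counts. The largest count at 10% over the splits was 199 with the default trend and 591 with the local trend and prior. Both came from the split of vehicle replicate 1 and tributyrin replicates 1 and 3, which had the highest mitochondrial shares, against the others. A sex difference between the groups is argued against, since each library held at least 1571 counts of the Y-linked gene *Ddx3y* and between 0 and 6 counts of *Xist*. A difference in depth between the groups is argued against, since the deepest library, with 32734485 counts, is a vehicle library and the ranges overlap. The other groups of mice were not analysed here.

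The choice of dispersion trend is a candidate explanation for why the paper calls 34 genes and edgeR calls 0 here. With the local trend and prior 31 of the paper's genes were called, and the median ratio of standard errors to those of the paper was 0.995, against 1.052 with the default trend. The paper does not name its trend, and in the simulated data 31% of the calls with the local trend and prior were false. Without the low-count filter 4 of the 167 genes called are genes the filter removes, so the added calls are mostly genes that the filter keeps. The 2 fits differ by the low-count genes alone, so by construction their presence in the fit is the source of the added calls.

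The collagen and matrix list had a median log2 fold change of -0.28, with 19 of 21 genes lower with Tributyrin, and an adjusted p of 1.22e-10 by camera, 0.416 by fry and 0.407 with an estimated correlation. The fibroblast identity list had a median of -0.14, with 10 of 14 genes lower, and an adjusted p of 0.00826 by camera, 0.498 by fry and 0.45 with an estimated correlation. It was not past the threshold without vehicle replicate 2 (0.235) or without tributyrin replicate 1 (0.296). The mean of the matrix list was 5.71 ± 0.18 with vehicle and 5.45 ± 0.25 with Tributyrin (SD, n = 3, exact permutation p = 0.2), and the groups overlapped. For the matrix list 2 of the 10 splits gave an adjusted p by camera as small as the real one, which is counted among them. The other split, which mixes the groups, gave 2.32e-25, so chance cannot be excluded. That split set vehicle replicate 1 and tributyrin replicates 1 and 3, which had the highest mitochondrial shares, against the other libraries. It therefore also follows the make-up of the libraries. Atrial or other tissue in the dissection was to be read from the atrial list, whose score did not differ beyond the spread between mice (exact permutation p = 0.3) although its median was lower too, so it stays open. With the atrial score as a covariate the adjusted p of the matrix list was 1.04e-09, which argues against atrial tissue as the whole cause, and other tissue was not tested. A lower share of fibroblasts may account for them and cannot be told apart from a change within fibroblasts, since the matrix minus fibroblast identity score gave an exact permutation p of 0.4. The mitochondrial share cannot be told apart either, since with it as a covariate the adjusted p was 0.26 and the median 0.05. An effect of the treatment stays open. *Col1a2*, which the paper measures in another experiment, had a log2 fold change of -0.30 (standard error 0.141, unadjusted p = 0.0553 from edgeR), which was -0.199 without tributyrin replicate 1 and -0.502 without tributyrin replicate 2.

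The 8 genes of the hypertrophy list were lower with Tributyrin, with a median log2 fold change of -0.44 and an adjusted p of 6.11e-06 by camera, 0.416 by fry and 0.296 with an estimated correlation. Without *Nppa*, which the atrial list also holds, the mean fell by 0.51 on the log2 scale (exact permutation p = 0.1, the smallest the design allows). *Nppb* was at -1.0 (unadjusted p = 0.00837 from edgeR), *Ankrd1* at -0.65 (0.00281) and *Acta1* at -1.20 (0.0525). The other members moved less, with *Nppa* at -0.53 (0.142), *Myh7* at -0.36 (0.143), *Xirp2* at -0.1 (0.419), *Rcan1* at -0.07 (0.512) and *Fhl1* at -0.02 (0.803). *Nppb* was at -0.645 without tributyrin replicate 1. *Acta1* was at -0.412 without vehicle replicate 2, -0.787 without tributyrin replicate 1 and -1.86 without tributyrin replicate 3. With the atrial score as a covariate the adjusted p was 1.45e-06, and with the mitochondrial share it was 0.173 with a median of -0.24, so the list is not past the threshold in that setting. Over the alternatives its adjusted p ran from 1.7e-12 to 0.416, and an effect of the treatment stays open.

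The 8 tested genes of the atrial list had a median log2 fold change of -1.0 and an adjusted p of 5.04e-05 by camera, 0.416 by fry and 0.244 with an estimated correlation. Uneven amounts of atrial tissue between ventricle samples are a candidate explanation, since *Myl7* differed 15.8-fold between the highest and the lowest vehicle mouse. Normalized counts of *Myl7* were 1746, 1483 and 110.6 with vehicle and 193.6, 479.7 and 197.3 with Tributyrin. Those of *Myl4* were 1975, 2247 and 246.0 with vehicle and 266.5, 709.0 and 251.2 with Tributyrin. *Sln* went the same way, with 327.4, 179.1 and 6.2 normalized counts with vehicle. *Dkk3*, on the same list, differed 1.54-fold among vehicle mice and does not follow this pattern. *Nppa* does not follow it either (554, 484.6 and 1046 with vehicle), as it was highest in vehicle replicate 3, where *Myl7* was lowest. The log2 fold change was 0.03 for *Tbx5*, -0.02 for *Stard10* and -0.34 for *Upk3b*. With the atrial score as a covariate the adjusted p of the list was 0.018 and its median -0.19, but the score is built from genes of the list. With each mouse left out the adjusted p ran from 1.42e-23 without vehicle replicate 3 to 0.0313 without vehicle replicate 1. An effect of the treatment on these genes stays open.

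The clock phase score was 4.19 ± 0.58 with vehicle and 3.75 ± 0.88 with Tributyrin (SD, n = 3, exact permutation p = 0.5). It showed no difference beyond the spread between mice. With 3 mice per group it cannot decide whether the time of day at which hearts were taken contributed to the higher *Ppm1k*. By camera the circadian clock list had an adjusted p of 0.28 and a median log2 fold change of -0.07. For the other lists these were 0.0744 and 0.05 for ventricular cardiomyocyte, 0.215 and 0.05 for mural, 0.631 and -0.05 for macrophage, 0.829 and 0.00 for endothelial, 0.813 and 0.12 for erythroid, 0.28 and -0.15 for adipocyte (1 gene tested), 0.662 and 0.03 for NRF2 targets, 0.631 and 0.04 for immediate early, and 0.193 and -0.47 for proliferation.

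Of the other genes the paper names, *Nos2* had a log2 fold change of -0.19 (standard error 0.19, unadjusted p = 0.342 from edgeR), which was -0.00287 without tributyrin replicate 3 and -0.411 without tributyrin replicate 2, and *Actb* of -0.03 (standard error 0.072). *Ffar2* had between 0 and 5 counts per library, too few to be tested, and *Ffar3* had 0 in every library. *H1f0* (0.01) and *Cdkn1a* (0.11) were chosen outside the rule for named genes.

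*Rps3a1*, *Rps3a3*, which is annotated as a processed pseudogene, and *Gdpd3* were named after their values were seen. Normalized counts of *Rps3a1* were 987.4, 877.0 and 998.9 with vehicle and 2650, 989.5 and 3003 with Tributyrin. Those of *Rps3a3* were 1695, 1721 and 1637 with vehicle and 830.4, 1647 and 987.7 with Tributyrin, so they lay on opposite sides of the vehicle mice in Tributyrin replicates 1 and 3. Both values are uncertain, as they depend on how reads from similar sequences were treated, which is not given. *Gdpd3* had 723.4, 694.0 and 346.6 normalized counts with vehicle and 346.9, 12.8 and 10.3 with Tributyrin. No biological explanation was tested for these genes.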
